A study of Mycolicibacterium smegmatis with 4 samples. Its data were reported in "Nitrogen starvation-induced transcriptome alterations and influence of transcription regulator mutants in Mycobacterium smegmatis" (2013).

How the data were processed

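The series holds 4 custom Agilent 2-colour arrays with 60-base probes. Per the labels and the methods, total RNA of YL1 and SMR5 was reverse transcribed, labelled with Cy3 or Cy5 and hybridised together. The dyes were exchanged between the arrays of a replicate number. The methods speak of biological replicates for each strain, and the arrays of a number were therefore taken as a technical exchange of dyes on the same extracts, which no label states outright. The methods name more than 1 probe per gene, whereas in the files 6760 genes had 1 probe each, printed as 2 spots. Of the probe sequences 6738 were distinct, and 38 genes shared a sequence with another gene, the largest set holding 8 genes.

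The authors deposited the scanner output of Agilent Feature Extraction 9.5.3.1. It holds the intensity of each spot in both channels, as mean pixel signal, local background and background-subtracted signal, not normalised between dyes. It also holds the log10 ratio of Cy5 over Cy3 per spot, which per the file headers came after background subtraction and the software's dye normalisation. Flags deposited for each spot mark signal well above background, saturation and uneven spots. The authors also deposited a value table in log2 made with GeneSpring XI at standard settings. Its scale and direction were found by setting each column against the scanner log ratios. All 4 columns ran as SMR5 over YL1 with slopes near -1, with correlations from -1.00 to -0.959, and their medians were -0.019, -0.0015, 0.0024 and 0.012. Within 0.001, between 96.8% and 99.6% of the values equalled the mean software log ratio of the probe in size, so that table is no separate check of it. The exact centring by the authors is not given in the sources used here.

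For the values reported here, mean signals and median local backgrounds were corrected with normexp (offset 50) and normalised within each array by loess in limma 3.58.1 under R 4.3.3. Control spots and spots with outlier flags had weight 0 in the loess, and the 2 spots of a probe were averaged, leaving out a spot with an outlier flag where the other remained. The offset pulls the ratios of dim genes towards 0. Each array's ratio was turned to YL1 over SMR5 by the dyes in the labels, and the arrays with the same replicate number were averaged, so that n = 2 with 1 residual degree of freedom per gene, to which the empirical Bayes step added 12.2. A gene was tested if its probe was well above background on all 4 arrays in the channel of at least 1 strain, which kept 5899 genes and left out 861. The mean ratio was tested against 0 with lmFit and eBayes, 2-sided, with Benjamini-Hochberg adjustment over the tested genes, and a call was an adjusted p under 0.05. A sign-flip test of 2 replicates cannot give a p under 0.5. The number of arrays limits the precision. With 12.2 degrees of freedom from the empirical Bayes step, the p-values rest mostly on a variance pooled over genes. The spread between a gene's own replicate means enters them with 1 degree of freedom. Nothing in the labels says how far apart the cultures were grown.

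There were 32 gene lists with at least 3 tested members, 17 by locus tag from the study's reports on other comparisons and from known clusters and 15 by words in the annotation. They were tested with camera (preset correlation 0.01), with an estimated correlation and with fry. With 1 residual degree of freedom the estimated correlations ran from -0.333 to 1, which leaves that version little power. The gene lists, the tests, the rule for named genes and all alternatives but one were fixed before the data were examined. The rule named *amtR*, each gene of the AmtR operon, 10 nitrogen and reference genes and the 10 genes with the highest and the 10 with the lowest mean ratio with the same sign on all 4 arrays, calls first and otherwise genes with values only, and from a list described here the members with the smallest p, up to 4. Locus tags and annotations are those of the array design. Of the 6760 tags 6398 were found in the RefSeq annotation of assembly ASM1500v1, from which gene symbols were taken. Coordinates are not given, since no genome was used here. For 2 genes, MSMEG_0463 and MSMEG_0869, the SMR5 signal was not well above background on any array and no fold is given, and for YL1 there were 0 such genes. No gene spot was saturated.

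The arrays lay on 2 slides, and slide and scan coincided with the dye orientation. In the turned ratios a term for the slide is therefore the same as a term for the dye. A difference between the slides in a gene's Cy5 over Cy3 ratio does not cancel when the ratios are turned and averaged. It cannot be told apart from a strain difference in that gene. Whether the replicate numbers pair arrays was checked across genes. The differences between replicate 1 and replicate 2 in the 2 dye orientations correlated with r = -0.0056, and the consensus correlation within a number was -0.306. Alternatives were no background correction, an offset of 10, the software log ratio, the deposited value table, median centring, Aquantile, other filters on dim probes, the 4 arrays taken singly with and without a block or dye term, the methods' t-test, a trended robust prior, and each array and each replicate left out. Array weights were added after the data were seen.

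The steps were tested on simulated arrays, made by handing the real spot signals to other genes of like brightness and putting known changes into 200 genes. Of the 92 tested genes with a true 2-fold change limma called 92, and of the 94 with a true 4-fold change 94, with 2 false calls among 5899 genes. The median fitted fold was 1.78 and 3.16, and 1.63 and 2.74 among the dimmest genes. With an offset of 10 it was 2.19 and 4.73. The simulation did not include the compressed ratios of the spike-in controls on the bright array. The known changes were of equal size on all arrays, so the recovery does not measure power where cultures differ. The handed-on spots kept their measured ratios of YL1 over SMR5. The 2 false calls may therefore hold real differences and give no rate of false calls.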

Results

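Transcript levels of *Mycobacterium smegmatis*, a fast-growing relative of the tubercle bacillus, were compared between the wild-type strain SMR5 and the *amtR* deletion strain YL1. AmtR is a regulator of the TetR type, a family of DNA-binding proteins that mostly repress transcription, and it governs nitrogen genes in corynebacteria. YL1 carries an in-frame deletion of the part of *amtR* that codes for the DNA-binding domain. According to the sample descriptions, cells of both strains were kept for 30 min in medium containing nitrogen, although the treatment notes of the same samples name the medium without a nitrogen source and the study's text speaks of nitrogen limitation for its arrays of these strains. The nitrogen state given here therefore rests on the title and the sample descriptions. RNA of both strains was hybridised together on 4 arrays, 2 with YL1 labelled with Cy5 and 2 with YL1 labelled with Cy3, and each dye orientation had a replicate 1 and a replicate 2. Each of 6760 genes had 1 probe spotted 2 times, and 5899 genes with signal well above background were tested. On 3 of the arrays the median spot signal was 97.9 to 99.1 in Cy3 and 211 to 239 in Cy5. On the array with YL1 in Cy5 of replicate 1 it was 278 in Cy3 and 1345 in Cy5. All ratios are given as log2 of YL1 over SMR5, which is the opposite direction to the authors' deposited ratio table.

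The comparison asked which genes AmtR controls when nitrogen is supplied. The highest ratios belonged to MSMEG_2185 and MSMEG_2186, adjoining genes for conserved hypothetical proteins in the operon that the study proposed as the target of AmtR. MSMEG_2185 was at 0.49 ± 0.11 (SD, n = 2) and MSMEG_2186 at 0.48 ± 0.089 (SD, n = 2), and both were higher in YL1 on 4 of 4 arrays. The adjusted p of limma was 0.0638 for both genes, so neither passed the test after correction over all genes. The first gene of the operon, MSMEG_2184, codes for an amino acid permease and was at 0.28 ± 0.061 (SD, n = 2). It was above 0 on 3 of 4 arrays, which ranged from -0.016 to 0.49, with a limma adjusted p of 0.926, and without YL1 in Cy3 of replicate 1 it was at 0.15. The genes further down the operon were closer to 0. MSMEG_2187, coding for urea amidolyase, was at 0.090 (limma adjusted p = 0.926). *atzF* (MSMEG_2189), coding for allophanate hydrolase, which splits the allophanate that forms from urea, was at 0.032 (limma adjusted p = 0.977). MSMEG_2188, coding for an integral membrane protein, was at -0.20 ± 0.21 (SD, n = 2), below 0 on both arrays with YL1 in Cy5 and above 0 on both with YL1 in Cy3.

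As a list, the 6 genes of the AmtR operon had a mean of 0.19 and were higher in YL1 than other genes by camera with a preset correlation (adjusted p = 1.13e-04 over 32 lists). The adjusted p was 0.888 with an estimated correlation and 0.884 by fry. No member passed with correction over all genes, that is 0 of 6 by limma, and 4 of 6 passed adjusted over the list alone, namely MSMEG_2184, MSMEG_2185 and MSMEG_2186, which were higher, and MSMEG_2188, which was lower. MSMEG_2188 was at -0.89 on the array with YL1 in Cy5 of replicate 1, and without that array it turned to 0.065. The list was fixed as the run of tags from MSMEG_2184 to MSMEG_2189, after a genome comparison of the study and not from these arrays. The study's text counts 6 such genes without naming MSMEG_2188 among them. The mean of the first 3 genes was 0.22, 0.40, 0.49 and 0.55 on the 4 arrays, with a mean of 0.31 on the slide with YL1 in Cy5 and 0.52 on the slide with YL1 in Cy3. The 0.22 came from the much brighter array with YL1 in Cy5 of replicate 1. These 3 genes were dim, and their SMR5 signal was well above background on 3 of 4 arrays. In the log ratios of the scanner software the same genes were further apart, at 1.20 for MSMEG_2184 (limma adjusted p = 0.0211), 1.39 for MSMEG_2185 (limma adjusted p = 0.125) and 1.47 for MSMEG_2186 (limma adjusted p = 0.0789). Their SDs there were 0.54, 1.00 and 0.95 (n = 2). The software mean of these 3 genes was 0.16 on the array with YL1 in Cy5 of replicate 1. On the others it was 1.86, 1.38 and 2.02. Over all settings the adjusted p ran from 1.64e-04 to 0.978 for MSMEG_2184, from 2.23e-11 to 0.943 for MSMEG_2185 and from 4.52e-13 to 0.943 for MSMEG_2186. The call of the list was lost without the array with YL1 in Cy3 of replicate 1, where the mean was 0.11 and the camera adjusted p 0.132. With signal above background required of both strains, the first 3 genes left the test and the others had a mean of -0.027 (camera adjusted p = 0.949).

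**Figure D1:**
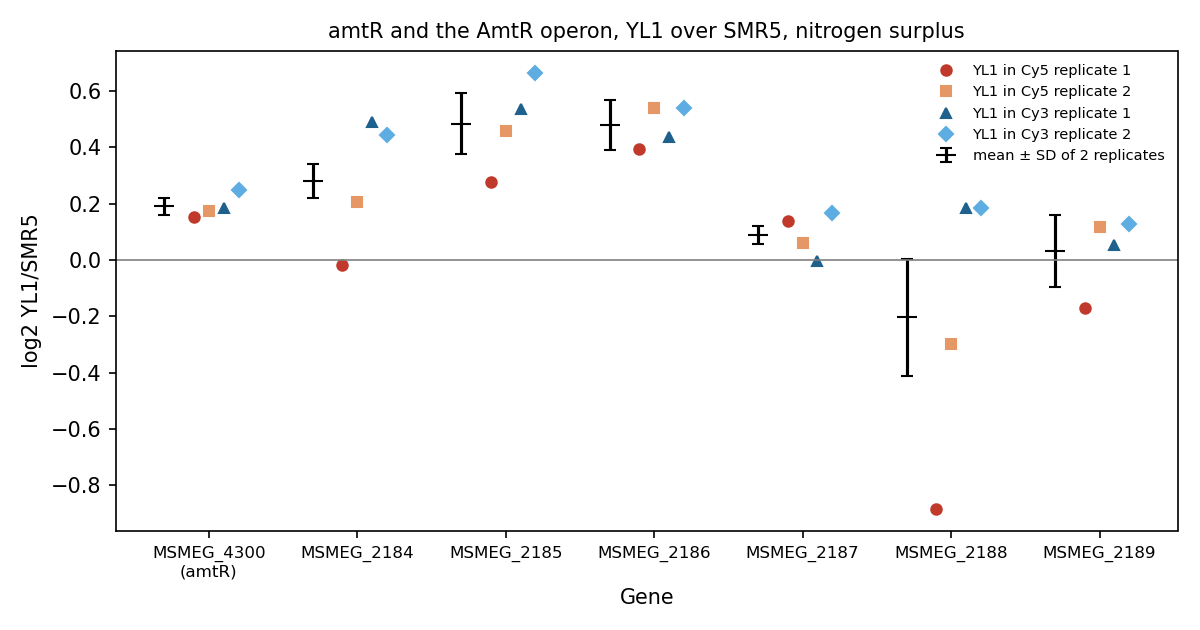
Log2 ratios of YL1 over SMR5 for *amtR* (MSMEG_4300) and the 6 genes of the AmtR operon under nitrogen surplus, with 1 coloured point per array and black bars for the mean ± SD of the 2 replicates. MSMEG_2185 (0.49) and MSMEG_2186 (0.48) lie above 0 on 4 of 4 arrays, and MSMEG_2188 (-0.20) lies on opposite sides of 0 in the 2 dye orientations.

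The probe of *amtR* (MSMEG_4300) itself gave 0.19 ± 0.031 (SD, n = 2), higher in YL1 on 4 of 4 arrays at 0.15, 0.18, 0.19 and 0.25, with a limma adjusted p of 0.926. The probe is 60 bases long and its last 14 bases are those of a primer at the end of the reading frame, so it lies outside the deleted part and checks nothing about the deletion. The neighbours of *amtR* on the chromosome had a mean of -0.0089 over 9 tested genes (camera adjusted p = 0.987), a mean that turned above 0 without background correction, with array weights (0.026) and without the bright array, which had YL1 in Cy5 of replicate 1 (0.049).

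Over all genes, 0 of 5899 were called higher in YL1 and 0 lower by limma, and 0 passed the thresholds named in the methods, over 2-fold with an adjusted p under 0.05. At an unadjusted p under 0.05 there were 263 genes, of which 55 were higher and 208 lower in YL1. As a share of 5899, 263 is below the 0.05 that would arise with no difference between the strains. That depended on the setting. By limma the count ran from 105 with the arrays taken as separate replicates to 459 with median centring, which is above that share. Several of the lowest genes, named below, rested on the bright array, and how far the split between higher and lower did so was not examined. The methods' t-test against 0 also called 0 genes, with 199 at an unadjusted p under 0.05 on the means of the replicates and 130 on the arrays taken singly. Under other processing settings between 0 and 5 genes were called higher in YL1. MSMEG_2184, MSMEG_2185 and MSMEG_2186 were called together without background correction, with an offset of 10, with a trended robust prior and with array weights, the last of which was chosen after the data were seen. With the software log ratio 1 gene was called, MSMEG_2184, and it was past 2-fold.

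Genes of nitrogen uptake and assimilation lay near 0, and none of those named here passed the test. Glutamine synthetase *glnA* (MSMEG_4290), which makes glutamine from glutamate and ammonium, was at 0.050 (limma adjusted p = 0.964) and turned below 0 with median centring. The ammonium transporter genes were at 0.066 for *amtB* (MSMEG_2425), -0.020 for *amt1* (MSMEG_6259) and 0.026 for *amtA* (MSMEG_4635), and *amtA* turned below 0 with the software log ratio. The PII signalling genes *glnK* (MSMEG_2426) and *glnD* (MSMEG_2427), which follow *amtB*, were at -0.15 ± 0.12 (SD, n = 2) and 0.070 ± 0.034 (SD, n = 2). Their values split by dye. With YL1 in Cy5 *glnK* was at -0.61 and -0.19 and *glnD* at -0.16 and -0.10. With YL1 in Cy3 *glnK* was at 0.14 and 0.058 and *glnD* at 0.25 and 0.29. The regulator gene *glnR* (MSMEG_5784) was at -0.064, the urea transporter gene *urtA* (MSMEG_2982) at 0.060 and the nitrite reductase gene *nirB* (MSMEG_0427) at 0.040, of which *nirB* turned below 0 with the software log ratio. Glyceraldehyde-3-phosphate dehydrogenase, *gap* (MSMEG_3084), a gene of glycolysis, was at 0.069 and turned below 0 with median centring. Without the bright array *glnR* (0.046) and *glnK* (0.039) turned above 0 and *nirB* (-0.015) below.

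Lists of nitrogen genes, fixed before the data were examined, did not pass camera with the preset correlation, and some of them passed under other settings. Ammonium uptake and assimilation had a mean of -0.015 over 20 tested genes (adjusted p = 0.982), and glutamate dehydrogenase *gdhA* (MSMEG_5442) was at -0.26 there, with -0.89 on the bright array and between -0.084 and -0.019 on the others. Urea breakdown and Urt transport had a mean of -0.018 over 9 genes (adjusted p = 0.845), with -0.058 without the bright array and 0.022 without YL1 in Cy3 of replicate 1. Nitrate and nitrite use had a mean of 0.043 over 7 genes (adjusted p = 0.249), below 0 with the software log ratio, and passed with median centring at 0.18 (adjusted p = 0.00162). Nucleobase and purine use was at -0.0064 over 11 genes (adjusted p = 0.982), above 0 with median centring, and amino acid and peptide transport at 0.0066 over 15 genes (adjusted p = 0.753), below 0 with an offset of 10 and with the software log ratio. Lists of genes that respond to starvation or depend on GlnR were drawn by the study from arrays of other comparisons. Of the GlnR-dependent genes 107 were tested, 64 were above 0 and 43 below, with a mean of 0.022 (adjusted p = 0.0694). This list passed in 3 of 18 settings, namely median centring (mean 0.057, adjusted p = 0.00148), a trended robust prior (adjusted p = 0.00998) and without YL1 in Cy5 of replicate 2 (adjusted p = 0.00971). It holds MSMEG_2184, MSMEG_2185, MSMEG_2186, MSMEG_2187 and MSMEG_2189 of the AmtR operon, and its mean without them was not computed. The genes lower with GlnR present had a mean of -0.053 over 5 genes (adjusted p = 0.508). The starvation-increased genes had a mean of 0.014 over 261 genes (adjusted p = 0.0755), and the starvation-decreased genes a mean of -0.036 over 231 genes (adjusted p = 0.0755). The increased list passed without YL1 in Cy5 of replicate 2 (adjusted p = 0.0180) and with array weights (adjusted p = 0.0203). The decreased list passed with median centring (mean -0.12, adjusted p = 8.37e-10), without a filter on dim probes (adjusted p = 0.0129) and without YL1 in Cy3 of replicate 1 (adjusted p = 4.87e-04). In both the GlnR-dependent and the starvation-increased list, 2 genes passed adjusted over the list alone, MSMEG_2185 and MSMEG_2186, and 0 passed over all genes by limma.

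Among the other lists, 3 passed camera with the preset correlation, and none of the 32 lists passed with an estimated correlation (smallest adjusted p = 0.888) or by fry (smallest adjusted p = 0.884). Genes of stationary phase and of stress of the SigB and SigF type were higher in YL1 than other genes, with a mean of 0.061, 18 of 23 above 0 and an adjusted p of 0.00236. Examples were MSMEG_1790 at 0.19 and MSMEG_1772 at 0.16, both conserved hypothetical genes above 0 on 4 of 4 arrays, and the anti-sigma factor gene of RsbW (MSMEG_1787) at 0.21, which rested on 0.73 on the bright array against -0.051 to 0.15 on the others. Bacterioferritin *bfr* (MSMEG_3564), an iron store, was at -0.24 in this list, with -0.63 on the bright array and -0.34 to 0.12 on the others. With an estimated correlation the adjusted p of this list was 0.888, and without the array with YL1 in Cy3 of replicate 1 it was 0.132, the highest of a range from 5.83e-05 over the settings of the camera test. Transposase genes had a mean of 0.034, 42 of 58 above 0 and an adjusted p of 0.00718 (adjusted p = 0.888 with an estimated correlation). Transposase copies are close in sequence, so values of single copies are uncertain, and the adjusted p was 0.132 without YL1 in Cy3 of replicate 1, 0.0523 without YL1 in Cy3 of replicate 2 and 0.0542 with median centring, over a range from 0.00202 to 0.132. The tRNA synthetases, which load amino acids onto tRNA, were lower, with a mean of -0.088, 19 of 22 below 0 and an adjusted p of 0.00182 (adjusted p = 0.888 with an estimated correlation). Their mean was -0.32 on the bright array with YL1 in Cy5 of replicate 1 and between -0.022 and 0.0037 on the others, and the adjusted p was 0.831 without that array. With the software log ratio it was 0.190, with array weights 0.817 and at its lowest 3.6e-04.

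**Figure D2:**
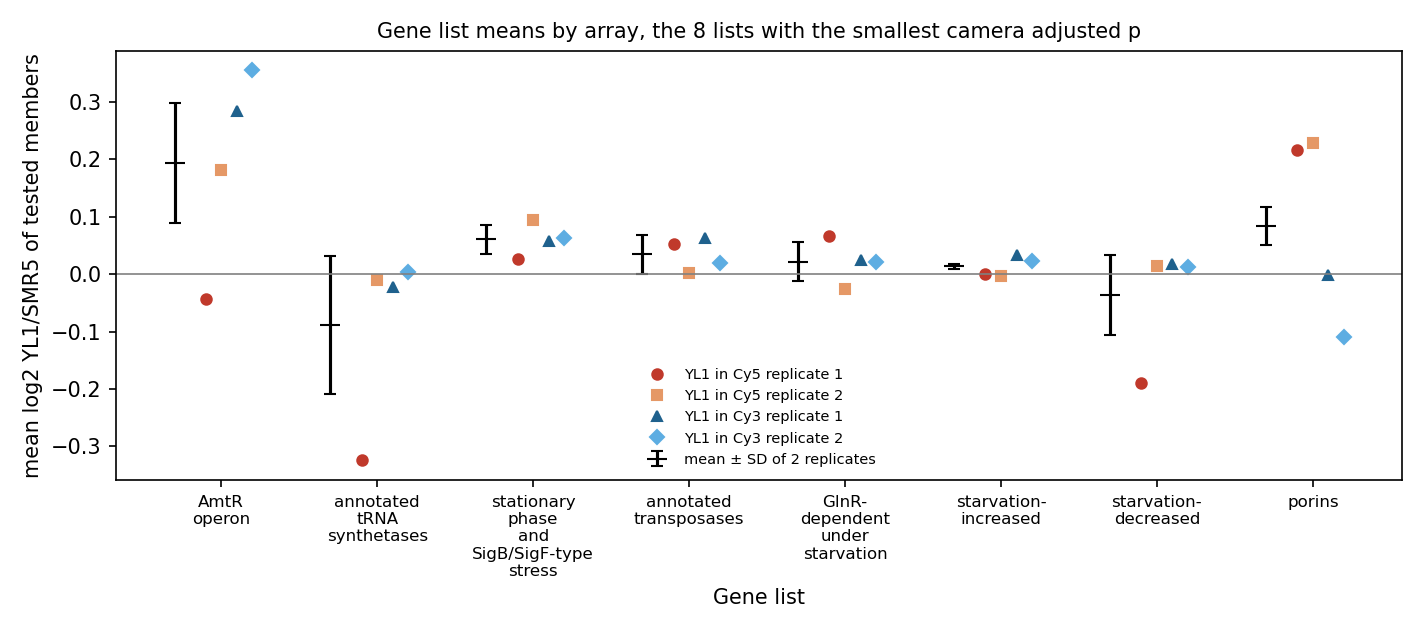
Mean log2 ratio of YL1 over SMR5 for the 8 gene lists with the smallest camera adjusted p, with 1 coloured point per array and black bars for the mean ± SD of the 2 replicates. The tRNA synthetases stand at -0.32 on the array with YL1 in Cy5 of replicate 1 and near 0 on the others, and the stationary phase list (mean 0.061) lies above 0 on all 4 arrays.

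No other list passed in the setting reported here, and several passed with median centring. Ribosomal proteins picked from the study had a mean of 0.0070 over 25 genes, below 0 with the software log ratio and with median centring, and all annotated ribosomal proteins a mean of -3.9e-04 over 57 genes, above 0 without background correction. With median centring both lists passed as lower, at -0.17 (adjusted p = 2.04e-06) and -0.14 (adjusted p = 2.09e-07). Chaperonins were at -0.045 over 3 genes and annotated chaperones and proteases at -0.044 over 18, with *clpB* (MSMEG_0732) at -0.16 and *dnaK* (MSMEG_0709) at -0.14, and *dnaK* was at -0.67 on the bright array and between -0.087 and 0.14 on the others. Under median centring the chaperonins passed at -0.22 (adjusted p = 0.0280) and the chaperones and proteases at -0.12 (adjusted p = 0.00977). Genes of oxidative phosphorylation had a mean of -0.037 over 25 genes, with *atpD* (MSMEG_4936), a subunit of ATP synthase, at -0.24 from -0.62 on the bright array and -0.18 to -0.052 on the others, and passed with median centring at -0.084 (adjusted p = 0.0445). Fatty acid synthesis stood at -0.038 over 7 genes and passed with median centring at -0.17 (adjusted p = 0.00912). The acyl-CoA dehydrogenases were at -0.0011 over 67 genes, above 0 without background correction and with median centring. The Mce cluster was at -0.052 over 14 genes and all annotated Mce proteins at 0.019 over 37. The porins, outer membrane channels, had a mean of 0.084 over 4 genes (camera adjusted p = 0.0817), below 0 with median centring. They passed as higher without background correction (adjusted p = 0.0422), with a trended robust prior (adjusted p = 0.00347) and without YL1 in Cy3 of replicate 2 (mean 0.17, adjusted p = 0.00233). Their means followed the dye, at 0.22 and 0.23 with YL1 in Cy5 and -0.0022 and -0.11 with YL1 in Cy3, and leaving out an array leaves the orientations unequal. Universal stress proteins were at 0.045 over 9 genes, sigma factors at -0.011 over 27 and urease and allophanate genes at -0.0053 over 14, the last pair above 0 with median centring. Hydrogenase genes were at -0.023 over 9, iron uptake genes at -0.075 over 7, ABC transporters at -0.022 over 163, TetR regulators at 6.2e-04 over 116, and annotated amino acid transport at -0.019 over 29, above 0 with the software log ratio. Many list means depended on the bright array, although leaving it out also makes the dye orientations unequal. Without it the starvation-decreased genes (0.016), the genes lower with GlnR present (0.013), ammonium uptake and assimilation (0.014), the Mce cluster (0.0016), hydrogenase (0.0043) and the annotated ribosomal proteins (0.010) turned above 0, and nitrate and nitrite use (-0.024) and amino acid and peptide transport (-0.017) below. Oxidative phosphorylation (-0.011), chaperones and proteases (-0.012), iron uptake (-0.0022), ABC transporters (-0.010), annotated amino acid transport (-0.0079), fatty acid synthesis (-0.025), GlnR-dependent genes (0.011), porins (0.029) and universal stress proteins (0.027) came closer to 0. In the iron uptake list 1 gene passed adjusted over the list alone, *bfr*, which was lower, and 0 passed over all genes by limma. The value of *bfr* leaned on the bright array, at -0.63 there and between -0.34 and 0.12 on the others. In 8 lists the mean, the median and the direction of the test did not share a sign, all with adjusted p of 0.753 or more.

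By the rule for named genes, the next highest ratios with the same sign on all 4 arrays belonged to MSMEG_0693, a conserved hypothetical gene at 0.34 ± 0.075 (SD, n = 2), and to the hypothetical genes MSMEG_6034 (0.27), MSMEG_6615 (0.24) and MSMEG_6211 (0.21). They were followed by the sugar transporter gene MSMEG_3602 (0.20 ± 0.25, SD, n = 2), the reductase gene MSMEG_0715 (0.20), the hypothetical gene MSMEG_6501 (0.20) and the beta-lactamase gene MSMEG_3376 (0.20 ± 0.0033, SD, n = 2). MSMEG_3602 rested on replicate 1, at 0.38 against 0.026 in replicate 2. The lowest belonged to *mmsA* (MSMEG_1498), coding for methylmalonate-semialdehyde dehydrogenase, at -0.53 ± 0.69 (SD, n = 2) and to the enoyl-CoA hydratase gene MSMEG_5277 at -0.41 ± 0.54 (SD, n = 2). After them came *hisB* (MSMEG_3207) of histidine synthesis at -0.34, the ribosomal protein gene *rpmH* (MSMEG_6946) at -0.29, the oxidoreductase gene MSMEG_4971 at -0.29, *hflX* (MSMEG_2736) at -0.28 and the NADH-FMN oxidoreductase gene MSMEG_0415 at -0.28. Of these *hisB*, MSMEG_4971, *hflX* and MSMEG_0415 were between -1.12 and -0.83 on the bright array and between -0.19 and -0.018 on the others. Without that array, values also shrank to 0.14 for MSMEG_6034, 0.092 for MSMEG_6211, 0.13 for MSMEG_6501 and -0.17 for *rpmH*. The list ended with MSMEG_3545 (-0.27), the choline dehydrogenase gene MSMEG_3432 (-0.27) and *sufC* (MSMEG_3124) of iron-sulfur cluster assembly (-0.26, and -0.17 without the bright array). None passed the test of limma, with an adjusted p of 0.926 for each gene of this paragraph. In total 597 genes, or 10.1%, had the same sign on all 4 arrays, where independent signs would give 12.5%.

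With strain, dye and replicate fitted together by limma on the 4 arrays, 4 genes passed for the strain, 2 for the dye and 0 for the replicate, and 281, 512 and 214 had an unadjusted p under 0.05. The residual of that fit holds only how the difference between dye-exchanged arrays varied between the replicate numbers, and the bright array enters it. These counts therefore describe these arrays and stand beside the 0 genes called on the means of the replicates. The strain calls were MSMEG_2185 (0.49), MSMEG_2186 (0.48), *mmsA* (MSMEG_1498, -0.53) and the enoyl-CoA hydratase gene MSMEG_5276 (-0.48), each with an adjusted p of 0.0339, and the dye calls were the hypothetical genes MSMEG_2831 and MSMEG_4608. The counts depended on the scaling: with median centring 0 genes passed for the strain and 499 for the dye, and with the software log ratio 22 and 247. In the setting reported here, the SD of the fitted effects across genes was 0.0857 for the strain, 0.102 for the dye and 0.0820 for the replicate. Across genes, which are not independent replicates, the mean ratios of replicate 1 and replicate 2 correlated with r = 0.067, and those of the 2 spots of a probe with Pearson r = 0.713 and Spearman rho = 0.716, with the same sign for 76.0% of genes.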

Values the study reported

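The study gave no values for the arrays of YL1 and SMR5, which its text describes as coming from cells limited for nitrogen. Arrays of YL1 with and without a nitrogen source were analysed there as well. From both comparisons the study stated, without showing data, that no AmtR targets beyond those proposed were seen. Its text does not mention arrays of YL1 and SMR5 under nitrogen surplus. In its RNA hybridisations msmeg_2184, msmeg_2187, msmeg_2189 and amtR gave stronger signals in YL1 than in the wild type. A plasmid with amtR restored wild-type regulation of the target genes tested, and the empty vector did not. In a gel retardation assay, purified AmtR bound to DNA upstream of msmeg_2184. For the wild type after 0.5 hours of nitrogen starvation it reported 284 genes with increased and 231 genes with decreased transcript levels by a factor of at least 3. In the comparison of the starved wild type with a glnR mutant, 125 genes were higher in the wild type, among them msmeg_2184 by 48 times, msmeg_2185 by 13 times, msmeg_2186 by 32 times, msmeg_2187 by 3 times and msmeg_2189 by 4 times. The arrays with such values concern other comparisons than the one analysed here.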

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

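The tests of probe base composition and of dim probes were fixed before their results were seen, and the other tests of this part were chosen only afterwards.

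The array with YL1 in Cy5 of replicate 1 lay far from the other 3. Its median signal was 278 in Cy3 against at most 99.1 elsewhere and 1345 in Cy5 against at most 239, and its negative controls were at 31.5 above background in Cy3 and 117 in Cy5, against at most 16.1 and 10.5. The same array set apart *hisB* (MSMEG_3207, -1.12), the oxidoreductase gene MSMEG_4971 (-0.91), *hflX* (MSMEG_2736, -0.91) and MSMEG_0415 (-0.83), which were between -0.19 and -0.018 on the others. Of 41 groups of 4 values examined, 8 had such a distant value, where chance gives about 1 in 20, and these genes had been picked for low values. A general difference between the cultures of replicate 1 and replicate 2 could not be decided. The replicate differences of the 2 dye orientations correlated with r = -0.0056 across genes, but the difference with YL1 in Cy5 contains the bright array itself. Signal following probe base composition is argued against, since the excess brightness correlated with GC content at r = 0.0623. Signal added to both channels that did not come from labelled transcripts may account for it. The log ratios of the spike-in controls had a slope of 0.123 on the mean of the other 3 arrays. Those arrays had slopes of 0.957, 1.55 and 1.71, each on a mean that included the bright array, so they are no undisturbed reference. The gene signals were squeezed as well, with an interquartile range in log2 of 1.19 in Cy5 and 1.34 in Cy3 against at least 2.55 and 2.86 elsewhere, but the SD of the gene log ratios was 0.287 against 0.103 to 0.146, so what it did to those ratios stays open.

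Arrays resembled one another by dye more than by strain. Turned to YL1 over SMR5, arrays of opposite dye orientation on different slides had correlations across genes of -0.224 and -0.319, leaving out the bright array. Unturned, their mean correlation was 0.271, which is the same observation with its sign changed and decides nothing on a gene-specific dye bias, so that explanation was left open. A slide or scan difference is argued against as the reason for the resemblance. The correlation within the slide was only 0.0289 higher than between slides. As a value across genes it does not exclude such a difference in single genes. The deletion of *amtR* gives no reason for ratios to follow the dye, and no other biological explanation was tested. A dye bias of equal size on both arrays of a replicate cancels in their mean. Equal size was not shown for replicate 1, where the SD of the log ratios was 0.287 with YL1 in Cy5 and 0.146 with YL1 in Cy3. There MSMEG_2188 was at -0.89 and 0.19, which left a mean of -0.35, so a dye bias may remain in such means.

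The first 3 genes of the AmtR operon were higher in YL1, while MSMEG_2187 and MSMEG_2189 were near 0 and MSMEG_2188 was at -0.20. Dim probes hiding a change in MSMEG_2187 and MSMEG_2189 are argued against, because the dimmer of these was 1.28 log2 units brighter than the dimmest of the first 3. Dye bias taken for a strain difference is argued against for the mean of the first 3 genes. The lower of its orientation means was 0.31 with an SD of 0.13. For MSMEG_2184 alone dye bias stays open, at -0.016 and 0.20 with YL1 in Cy5 and 0.49 and 0.44 with YL1 in Cy3. The limma fit of strain, dye and replicate gave it a dye effect of -0.19 (unadjusted p = 0.030, adjusted p = 0.552). Dye effects were -0.12 for MSMEG_2185 and -0.011 for MSMEG_2186. A slide difference in these genes cannot be told apart from the strain. Loss of the repressor AmtR is a hypothesis that these arrays leave open, since its test, a mean above 0 on every array with 0.22 as the lowest, restates the pattern. The binding assay and the complementation of the study, given above, are separate evidence for control of MSMEG_2184 by AmtR. Why the later genes of the operon do not share the difference stays open. The study's hybridisations gave stronger signals in YL1 for MSMEG_2187 and MSMEG_2189 as well.

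In 4 genes both arrays of one dye orientation lay on the opposite side of 0 from both arrays of the other. The mean with YL1 in Cy5 minus that with YL1 in Cy3 was -0.78 for MSMEG_2188, -0.50 for *glnK* (MSMEG_2426), -0.40 for *glnD* (MSMEG_2427) and -0.27 for *glnR* (MSMEG_5784), out of 17 genes examined. In the limma fit of strain, dye and replicate the dye effect of these genes had adjusted p of 0.357, 0.489, 0.491 and 0.623. The residual of that fit is technical only if the arrays of a replicate number share extracts.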

How the results depend on the processing

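The array weights were tests chosen only after the data were seen, the other settings before. Genes called higher and lower in YL1, 0 and 0 as reported, were 5 and 5 without background correction, 3 and 0 with an offset of 10, 1 and 0 with the software log ratio and with the deposited table, 2 and 3 with median centring, 2 and 0 without a filter, 3 and 3 with a trended robust prior, 3 and 0 with array weights and 4 and 0 without YL1 in Cy3 replicate 2. The other arrays left out in turn gave 0 and 0, so the range was 0 to 4 higher. Past 2-fold there was 1 gene with the software log ratio and 1 with the deposited table. Among the 35 genes named by the rule, calls went from 0 to 6 without background correction, 3 with an offset of 10, 1 with the software log ratio and 1 with the deposited table, 4 with median centring, 2 without a filter, 5 with the robust prior, 3 with array weights and 0 to 2 with an array left out. With Aquantile, both channels required, the replicate block, arrays taken singly, a dye or slide term and the methods' t-test, calls stayed at 0, with 311 genes at an unadjusted p under 0.05 with the replicate block. Across all genes the replicate numbers showed no pairing (r = -0.0056), in a check that includes the bright array and so cannot exclude a pairing. MSMEG_1498, MSMEG_5276 and MSMEG_5277 followed the replicate numbers, and the replicate block changed no call. Lists past the adjusted p, 4 as reported, were 12 with median centring, 0 with an estimated correlation, 0 by fry and 2 to 6 with an array left out. The operon mean of 0.19 ran from 0.11 to 0.28 with an array left out, and its call was lost at 0.11 (camera adjusted p = 0.132, over a range from 9.6e-15 to 0.888 with all 6 genes), and at 0.19 with an estimated correlation and by fry (adjusted p = 0.888 and 0.884). *amtR* kept its direction in all 22 settings, from 0.17 to 0.24.

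With strain, dye and replicate fitted together, the strain calls were 0 with median centring and 22 with the software log ratio, the dye calls 499 and 247, and the replicate calls 6 with the software log ratio. The correlation of the spots ran from 0.680 to 0.734.

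Of 743 single-gene values, 689 kept their direction and side of the threshold, 27 in 6 genes became calls and 20 in 10 genes turned. A further 7 values with no test turned with a replicate left out, so that 11 genes turned in all, and without replicate 1 MSMEG_2982 was at -0.022, MSMEG_4635 at -0.061, MSMEG_6259 at 0.033, MSMEG_5784 at 0.0014 and MSMEG_0427 at -0.0035, and without replicate 2 MSMEG_4290 at -0.0028. With array weights MSMEG_2188 was at 0.050, MSMEG_5784 at 0.026, MSMEG_2426 at 0.0056 and MSMEG_4635 at -0.017. Without YL1 in Cy5 replicate 1, MSMEG_2188 was at 0.065, MSMEG_5784 at 0.046, MSMEG_2426 at 0.039 and MSMEG_0427 at -0.015. Without YL1 in Cy3 replicate 1, MSMEG_2189 was at -0.024, MSMEG_2427 at -0.034, MSMEG_6259 at 0.051 and MSMEG_3084 at -0.039, and without YL1 in Cy3 replicate 2, MSMEG_2427 at -0.028 and MSMEG_0427 at -0.0049. With the software log ratio and with the deposited table, MSMEG_4635 was at -0.088 and MSMEG_0427 at -0.026. With median centring MSMEG_4290 was at -0.028 and MSMEG_3084 at -0.056. With an array or replicate left out, MSMEG_2188 ran from -0.47, MSMEG_2189 from -0.059 to 0.12, MSMEG_5784 from -0.17, MSMEG_2426 from -0.34, MSMEG_6259 from -0.091, MSMEG_0427 up to 0.096 and MSMEG_3084 up to 0.18. The cause was not tested. The brightest probe and single probes were not run, as each gene has 1 probe, and with both channels required a mean of all 6 operon genes has no value, as MSMEG_2184, MSMEG_2185 and MSMEG_2186 leave the test and the others are at -0.027 (adjusted p = 0.949). Dim SMR5 signal limits those 3 genes. With the offset of 10 they were at 0.63, 0.91 and 0.90.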

Other observations

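The tests and settings named in this part were fixed beforehand, and the genes were picked only after their values were seen.

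A few genes had ratios well below 0 on both arrays of replicate 1 and near 0 on those of replicate 2. The enoyl-CoA hydratase gene MSMEG_5276, next to MSMEG_5277, was at -1.03 and -0.94 on the arrays of replicate 1, which lay on different slides and in opposite dye orientations, and at 0.061 and 0.0026 on those of replicate 2. MSMEG_5277 was at -0.92 and -0.65 against -0.038 and -0.019, and *mmsA* (MSMEG_1498), an enzyme of valine breakdown, at -0.83 and -1.22 against -0.014 and -0.068. The ABC transporter gene MSMEG_4557 was at -1.10 and -0.37 against -0.093 and 0.0015. The limma fit of strain, dye and replicate on the 4 arrays called 0 genes for the replicate, with 214 at an unadjusted p under 0.05, and 6 with the software log ratio. The adjusted p of the replicate difference was 0.0688 for MSMEG_5276 and MSMEG_1498, 0.483 for MSMEG_5277 and 0.996 for MSMEG_4557. The residual of that fit holds only how the difference between dye-exchanged arrays varied between the replicate numbers. MSMEG_1498, MSMEG_5276 and MSMEG_5277 were called lower in YL1 with median centring, with a trended robust prior and without background correction, and MSMEG_4557 and the conserved hypothetical gene MSMEG_2436 in the last of these as well.

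Without YL1 in Cy3 replicate 2, the hypothetical genes MSMEG_2831 and MSMEG_4608 were called higher. MSMEG_2831 was at 0.98 and 0.71 with YL1 in Cy5 and at 0.043 and -0.76 with YL1 in Cy3, and MSMEG_4608 at 0.78 and 0.65 with YL1 in Cy5 and at -0.089 and -0.68 with YL1 in Cy3.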
